A study of Drosophila melanogaster with 18 samples. Its data were reported in "CHRAC/ACF contribute to the repressive ground state of chromatin" (2018).

How the data were processed

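TRIP, for reporters integrated in parallel, is an assay in which a pool of cells carries reporter genes at many genomic sites, each reporter marked by its own DNA barcode. Here the pool was made in Drosophila Kc167 cells, an embryonic cell line, with a GFP reporter under a copper-inducible metallothionein promoter and 5 binding sites for the yeast protein GAL4. The pool was transfected with 1 of 4 plasmids. They encoded the GAL4 DNA-binding domain fused to ACF1 (GAL4-ACF1), the GAL4 DNA-binding domain alone (GAL4), ACF1 without that domain (ACF1), or the domain fused to HP1a (GAL4-HP1). Reporters were induced with 0.5 mM copper sulfate, and transfected cells were sorted by their mCherry signal at day 2 after transfection. The barcodes in reporter mRNA (cDNA libraries) and in genomic DNA (gDNA libraries) were sequenced. Each of the 4 conditions had 2 replicates, which gave 8 cDNA and 8 gDNA libraries. The labels name 18 samples, of which the remaining 2 are a library for mapping the integration sites and a library of the spike-in pool. The series text calls the replicates technical and the study calls them biological, so whether they share a pool of transfected cells is open.

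The authors deposited 1 table of 749 reporters, with the barcode of 21 nt, the chromosome, orientation and position of the integration, the cDNA and gDNA counts and an expression value per library. The deposited counts are whole barcode reads that were not normalized. No molecular identifiers are described, so reads are not independent molecules, and intervals or floors given here cover counting error only. The deposited expression is a ratio of the cDNA count to the gDNA count of the same replicate, multiplied by 1 factor per library. Dividing the factor out left the same constant for every reporter of a library. A spike-in pool of other barcoded cells, 2.5% by cell number, had been added before RNA extraction so that bulk expression could be compared between conditions, and the authors' factor holds that scaling together with the library sizes. The deposited list of 232 spike-in barcodes carries no counts, and 0 of them were among the 749 reporters, so the spike-in scaling could not be recomputed. The counting software is not stated. The genome build is not stated either. Chromosome names such as 2RHet and Uextra are those of Drosophila release 5 (dm3), while the reference at hand was of a later release, so positions are given as in the table and no gene annotation was attached.

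Fold changes were computed from the deposited expression ratio. For each reporter the mean over both replicates was taken per condition, without a pseudocount, and the log2 ratio to the GAL4 control was formed. The study's methods discard reporters at 0 in at least 1 condition. This was read as a mean of 0 over both replicates, which kept 642 reporters and removed 107. The reading that a reporter must be above 0 in every cDNA library left 497 and was run as an alternative. The number of reporters the study plotted is close to the second reading and far below the first, so the main setting keeps more reporters than the study did. It was kept because it had been fixed before the data were examined. The median over reporters is given with the medians of replicate 1 and replicate 2 alone. With 2 libraries against 2, the smallest two-sided exact permutation p is 0.33, so medians carry no test across libraries. The dependence on expression was the least squares slope of the log2 fold change on log2 expression in GAL4, tested with 100000 two-sided permutations of the pairings and Benjamini-Hochberg adjustment over the 3 slopes. The difference between GAL4-ACF1 and GAL4-HP1 was tested as the slope of the log2 ratio of these conditions, from which the GAL4 control cancels. The study plotted fold changes against the mean expression of the conditions compared. Expression in GAL4 was fixed here as the main axis, and the mean was run as an alternative.

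Single reporters were tested with edgeR's quasi-likelihood test on the deposited counts. The contrast was the change of cDNA minus the change of gDNA between conditions, two-sided, with all 16 libraries in 8 groups sharing 1 estimate of the spread. Benjamini-Hochberg adjustment ran over the 642 reporters, with a threshold of 0.05. Library sizes were the column totals, because the spike-in barcodes were not among the rows. These tests therefore measure changes relative to the rest of the library, while the fold changes above follow the authors' scaling. The common dispersion was 0.358. Reporters were named by a rule: for GAL4-ACF1, up to 3 lowered and 3 raised with the largest fitted change past the threshold, changed the same way in both replicates, with at least 50 cDNA counts in each GAL4 library (lowered) or each GAL4-ACF1 library (raised) and at least 50 counts in each gDNA library. For GAL4-HP1 and ACF1 it was the most lowered reporter under the same rule. The other reporters past the threshold in comparisons with 5 calls or fewer were named after their values were seen. A fold against libraries at 3 counts or fewer was computed with 3 counts in their place. It is a lower bound for read counting only and does not cover loss of molecules before amplification.

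The count test was checked on counts simulated for 642 reporters, 200 of them changed by 3 on the log2 scale. It recovered 51% of the changed reporters, with 4 false calls among 106. In the simulated comparison without changes it made 0 calls. These counts were drawn with 1 spread per reporter in all 16 libraries, as the test assumes. In the data the SD of the log2 replicate difference of cDNA was 0.699 for GAL4 and 1.60 for GAL4-ACF1. The check therefore cannot show how many false calls arise where the spread differs between conditions. The slope test was tested on simulated values of 741 reporters. It found a slope of 0.311 where 0.3 had been set, and 0.00415 (permutation p = 0.8748) where no slope had been set. The simulated noise was of constant size and not shared with expression. This check therefore says nothing about the noise of the GAL4 value that enters both axes.

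The cDNA libraries held 2616438 to 4181903 counts and the gDNA libraries 1535023 to 2860908. Every reporter had at least 83 counts in every gDNA library. At these depths 3 counts correspond to 0.717 to 1.15 CPM (counts per 1e6) in a cDNA library. No pair of libraries held identical values, and chi-square per degree of freedom between replicates was 155 or more, so replicates were counted separately. Shares of reporters are given with 95% Wilson intervals.

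Groups, tests, the naming rule and the alternatives were fixed before the data were examined. The alternatives were scaling to library totals, no division by gDNA, the mean of log2 values, a pseudocount of 1 count, minimum counts of 10, a replicate block, single replicates, other axes for the slope, a Theil-Sen line, TMM and DESeq2 (median-of-ratios or the same factors). Library sizes from the authors' scaling, reporters above 0 in every cDNA library, and the mean gDNA share of the 8 gDNA libraries were added after the data had been seen, the filter with the number of reporters in the study in view. The planned comparisons of reporters in different chromatin states, and their adjustment for expression, needed a state for each reporter, and chromatin states were not analysed here. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.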

Results

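The expression of barcoded reporters integrated in Kc167 cells was measured after transfection of GAL4-ACF1, ACF1, GAL4-HP1 or the GAL4 control, with 2 replicates per condition. The table held 749 reporters. Most were on the arms of the large chromosomes, with 176 on 3R, 150 on 3L, 147 on X, 131 on 2L and 112 on 2R. Chromosome 4 held 5 reporters.

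Counts were spread unevenly over the reporters. A single reporter took 13.2% to 28.2% of the cDNA counts of a library, and the 10 highest took 44.9% to 59.3%. The median reporter had 785 and 588 cDNA counts in the GAL4 libraries (replicates 1 and 2) and 152 and 219 in the GAL4-ACF1 libraries. It had 396 and 364 counts with ACF1, and 342 and 386 with GAL4-HP1. The median gDNA count lay between 982 and 1937. Over the 497 reporters above 0 in every cDNA library, log2 expression correlated between replicates with Pearson's r from 0.817 (GAL4-ACF1) to 0.851 (GAL4). These correlations are across reporters, which are not independent replicates. The SD of the log2 difference between replicates was 1.17 for GAL4, 1.46 for ACF1, 1.47 for GAL4-HP1 and 1.83 for GAL4-ACF1.

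The number of reporters without any cDNA count does not depend on the scaling between libraries, although it depends on depth. It can also depend on how many cells or molecules of a library entered the amplification. The comparisons below cannot separate this from lower expression. The cDNA totals were 4181903 and 3941610 counts in GAL4 and 2616438 and 3715878 in GAL4-ACF1. In GAL4, 18 and 30 reporters were at 0, or 2.40% (95% Wilson interval 1.52 to 3.77) and 4.00% (2.82 to 5.66). In GAL4-ACF1, 179 and 130 were at 0, or 23.9% (21.0 to 27.1) and 17.4% (14.8 to 20.2). The numbers were 72 and 75 for ACF1 and 88 and 52 for GAL4-HP1. Between libraries of the same number, 163 reporters were at 0 only in GAL4-ACF1 and 2 only in GAL4 for replicate 1. For replicate 2 these were 105 and 5. The exact McNemar test, two-sided and adjusted over 6 comparisons, gave p = 3.51e-45 and 5.93e-25 for GAL4-ACF1. It gave 2.74e-11 and 7.52e-08 for ACF1, and 8.51e-17 and 0.00384 for GAL4-HP1. These tests compare reporters within pairs of libraries, not replicated transfections. In both replicates 84 reporters were at 0 with GAL4-ACF1, 32 with ACF1, 23 with GAL4-HP1 and 8 with GAL4. The 84 had a median expression of 3.46 in GAL4, against 36.4 for the other reporters.

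**Figure D1:**
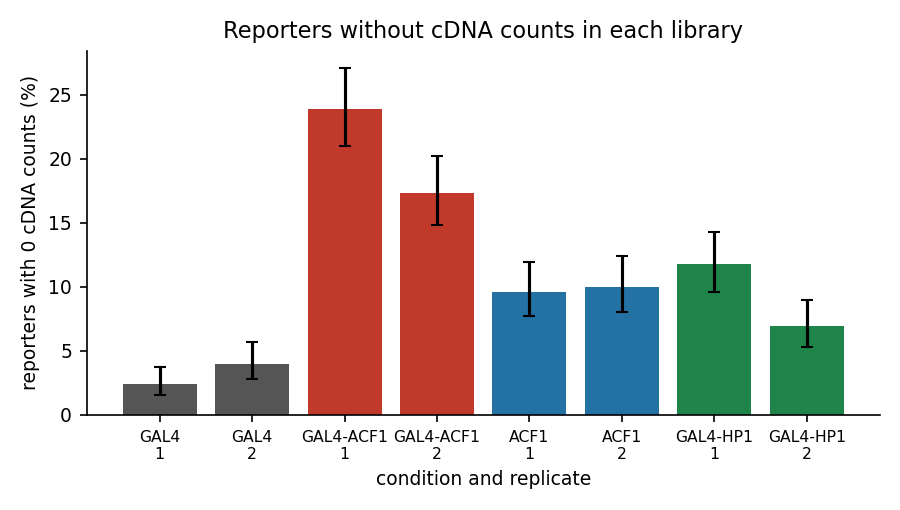
Percent of the 749 reporters with 0 cDNA counts in each library (vertical axis), by condition and replicate (horizontal axis), with 95% Wilson intervals as error bars. The GAL4-ACF1 libraries stand at 23.9% and 17.4% and the GAL4 libraries at 2.40% and 4.00%.

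Next it was asked whether tethering of ACF1 lowered reporter expression at large, with HP1 as the positive control for repression. Over 642 reporters the median log2 fold change of GAL4-ACF1 was −1.44, with quartiles of −2.70 and −0.42. It was −1.35 in replicate 1 and −1.26 in replicate 2 alone (mean −1.30 ± 0.064 SD, n = 2). Medians of single replicates rest on 528 reporters for replicate 1 and 581 for replicate 2. They therefore cover fewer reporters than the value of −1.44, which lies below both. Expression was lower than in GAL4 for 545 of the 642 reporters (84.9%). For GAL4-HP1 the median was −1.47, with −1.15 and −1.85 in the replicates (mean −1.50 ± 0.50 SD, n = 2), and 581 reporters (90.5%) were lower. Setting each GAL4-ACF1 or GAL4-HP1 library against each GAL4 library gave medians from −1.36 to −1.20 and from −2.10 to −1.03. The alternative that moved the GAL4-ACF1 median most was a minimum of 10 counts in every library, which gave −1.10 over 477 reporters. For GAL4-HP1 it was scaling to library totals, which gave −0.66, a shift of 0.81. The GAL4-ACF1 median was −1.24 under that scaling. With reporters at 3 counts or fewer in both treated libraries placed at their bound (16 for GAL4-ACF1 and 4 for GAL4-HP1), the medians were −1.43 and −1.47.

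ACF1 without the DNA-binding domain served to separate tethering from the presence of more ACF1. Its median log2 fold change was −0.40, with −0.11 and −0.52 in the replicates (mean −0.32 ± 0.29 SD, n = 2), so the change was of the order of the spread between replicates. Expression was lower for 425 reporters (66.2%). Taken directly, GAL4-ACF1 over ACF1 had a median of −0.99, with −1.07 and −0.60 in the replicates, and −0.53 under scaling to library totals. GAL4-ACF1 over GAL4-HP1 had a median of 0.087, with −0.23 and 0.61 in the replicates, so these conditions could not be ranked. Under scaling to library totals it changed direction, to −0.48.

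**Figure D2:**
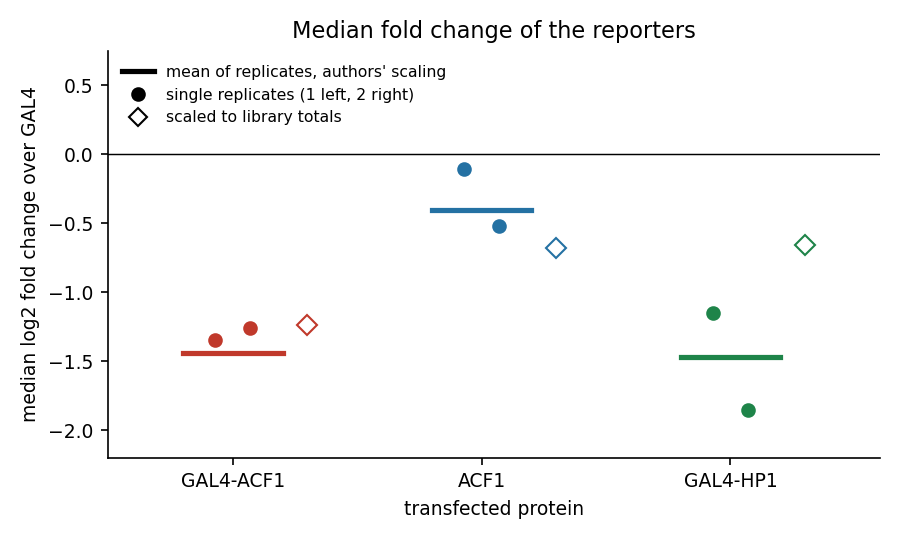
Median log2 fold change over GAL4 (vertical axis) for each transfected protein (horizontal axis). Bars show the value from the mean of both replicates, filled points the single replicates and open diamonds the values scaled to library totals, which were −1.24 for GAL4-ACF1, −0.68 for ACF1 and −0.66 for GAL4-HP1.

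The extent of the decrease was then related to the expression of the reporters. Fold changes of GAL4-ACF1 rose with expression in GAL4, so that weakly expressed reporters were lowered most. The slope was 0.220 log2 units per log2 unit (Pearson's r = 0.264, Spearman's rho = 0.332, adjusted permutation p = 3e-05 over 3 slopes, from the smallest possible p of 1e-05). Without the 2 reporters farthest from the median expression, r was 0.285. Each replicate alone, with 528 reporters for replicate 1 and 581 for replicate 2, gave a lower slope. It was 0.151 in replicate 1 and 0.108 in replicate 2, so the value without replicate 1 was over 1.5 times lower. In quartiles of GAL4 expression, from low to high, the medians were −2.18, −1.71, −1.30 and −0.55. For ACF1 the slope was 0.103 (r = 0.154, rho = 0.228, adjusted permutation p = 0.000105), and r was 0.182 without the 2 farthest reporters. It dropped to 0.038 and 0.043 in the single replicates. The quartile medians of ACF1 were −0.81, −0.71, −0.30 and −0.0058. For GAL4-HP1 the slope was −0.011 (r = −0.017, rho = 0.052, adjusted permutation p = 0.6718), and the quartile medians were −1.45, −1.65, −1.47 and −1.25.

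These p-values are across reporters, which share libraries and are not replicates of the transfection. Expression and fold change also share the GAL4 value, whose noise pulls the slope down. With expression taken from one GAL4 replicate and the fold change from the other, the slopes were 0.267 and 0.363 for GAL4-ACF1 and 0.168 and 0.235 for ACF1. For GAL4-HP1 the slope became positive, at 0.068 (adjusted permutation p = 0.00932) and 0.151 (adjusted permutation p = 1e-05, the smallest possible). On the mean expression of the conditions compared, the axis of the study, the slopes were 0.406 for GAL4-ACF1, 0.268 for ACF1 and 0.174 for GAL4-HP1. The absence of a slope for GAL4-HP1 therefore depended on the axis. The difference between GAL4-ACF1 and GAL4-HP1 did not change direction in any of the 14 alternatives, of which the gDNA minimum removed no reporter. Its slope was 0.231 (r = 0.275, rho = 0.306, permutation p = 1e-05, the smallest possible), with 0.131 and 0.191 in replicates 1 and 2 and a range of 0.131 to 0.251 over the alternatives. The value without replicate 2, 0.131, was over 1.5 times lower.

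**Figure D3:**
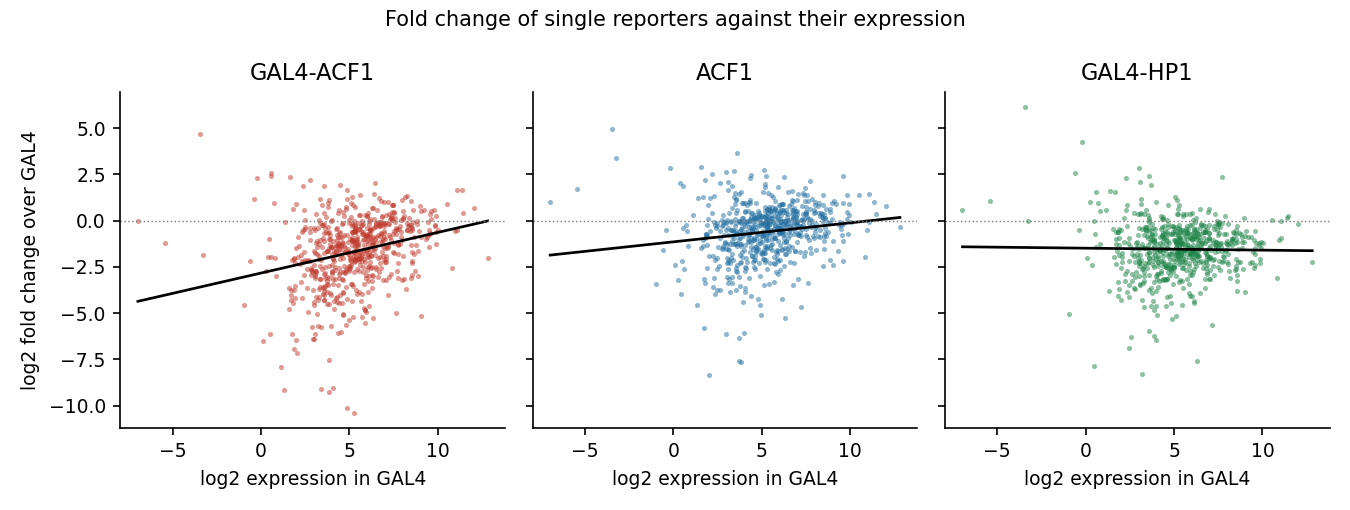
Log2 fold change over GAL4 (vertical axis) against log2 expression in GAL4 (horizontal axis) for GAL4-ACF1, ACF1 and GAL4-HP1, with a point for each of the 642 reporters and the least squares line. The slopes are 0.220, 0.103 and −0.011, and the GAL4-HP1 slope was positive when the axes used different GAL4 replicates.

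Single reporters were tested on the counts, relative to the total of each library. With edgeR's quasi-likelihood test, 42 of 642 reporters passed an adjusted p of 0.05 for GAL4-ACF1 against GAL4, of which 41 were lower and 1 higher. At an unadjusted p under 0.05 there were 169. For ACF1 3 reporters passed, all lower, and for GAL4-HP1 2 passed, 1 in each direction. For GAL4-ACF1 against ACF1 1 reporter passed. Unadjusted, these comparisons had 64, 61 and 69. The count for GAL4-ACF1 moved most with DESeq2 on the same library sizes, to 112. Under median-of-ratios size factors the calls split into 34 lower and 31 higher, and under TMM into 16 and 8. Both scalings raise the fold changes of the typical reporter toward 0, with median fitted values of −0.29 and −0.48 in place of −1.23. Of the 42 reporters 7 had 3 counts or fewer in both GAL4-ACF1 libraries.

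The 3 lowered reporters named by the rule were among these 7. Their bounds cover read counting only. In the data, 4.28% of values from 100 to under 500 counts were at 0 in the other replicate of the condition. The decreases in expression can therefore be smaller than these bounds. The reporter AGGGGCGAGGCGGTAGATGCC, on chromosome 2R at position 19099067 (plus orientation), had 605 and 1317 cDNA counts in GAL4 and 0 and 1 in GAL4-ACF1, with 5004 and 1121 gDNA counts in the latter. Its expression was at least 141-fold lower (edgeR adjusted p = 0.00878), or at least 124-fold under scaling to totals. Without replicate 2 of GAL4 this bound was 91.7-fold. The reporter TTGGGCCGTGTGGATAACCTG, on the heterochromatic scaffold 3RHet at position 2353716 (minus), fell from 344 and 107 counts to 1 and 0. This was at least 101-fold lower (edgeR adjusted p = 0.0111), 88.2-fold under scaling to totals, and 47.2-fold without replicate 1 of GAL4. The reporter ATCGTGTAACGTACCTTGATA, on 2L at 15543740 (minus), fell from 183 and 198 counts to 1 and 0, at least 79.6-fold lower (edgeR adjusted p = 0.0190). The bound was 69.6-fold under scaling to totals and 47.9-fold without replicate 1 of GAL4. The only raised reporter, GGGGGGGCACGTCAGGAAGTG on X at 3325631 (minus), went from an expression of 2532 and 2780 to 7150 and 9516. Its fitted log2 fold change was 1.79 ± 0.352 (SE, edgeR adjusted p = 0.0111). It was not called when library sizes followed the authors' scaling, where 32 reporters passed and none was higher. Its cDNA counts were 106978 and 108997 in GAL4 and 90862 and 102063 in GAL4-ACF1, while its gDNA counts were 2910 and 1822 against 1301 and 574. The rise thus lay largely in the gDNA. Relative to library totals, part of it lay in the cDNA of replicate 1, where the total was 2616438 in GAL4-ACF1 against 4181903 in GAL4.

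For ACF1 the most lowered reporter was GTAGATGCGCGCTGAGCTGGA, on 3R at 24818880 (plus). It had 182 and 146 cDNA counts in GAL4 and 0 and 1 in ACF1, at least 38.4-fold lower (edgeR adjusted p = 0.0307), or 23.3-fold without replicate 1 of GAL4. This bound, too, covers read counting only. The other calls for ACF1 were AGTGTCGCTAGATACGGCTTG on 2R at 12260747 (minus), with a log2 fold change of −4.11 ± 0.689 (SE), and CAGGGCTGAATACGTGCAGGT on 2L at 14457104 (plus), with −3.34 ± 0.609 (SE). Their edgeR adjusted p was 0.0307 and 0.0308. For GAL4-HP1 the lowered reporter was CGGTTGCTAATCGTGCTATTC on 2L at 22921162 (plus), with a log2 fold change of −2.81 ± 0.476 (SE, edgeR adjusted p = 0.0324). Its expression was 16.4 and 9.96 in GAL4 and 1.42 and 0.681 in GAL4-HP1. The raised call was TGGGTAAGGGCAACTGAACTT on 3R at 4644683 (plus), with 1.04 ± 0.183 (SE, edgeR adjusted p = 0.0324). It held 25.6% and 28.2% of the cDNA counts in GAL4-HP1 and 13.7% and 13.2% in GAL4. Under the authors' scaling its expression was 3850 and 2680 in GAL4-HP1 against 2800 and 2790 in GAL4, within the spread between replicates. The call for GAL4-ACF1 against ACF1 was AGTACTGGATGTGGGGGGTTC on 3R at 13718423 (plus), with −3.99 ± 0.510 (SE, edgeR adjusted p = 0.00313). It had 17 cDNA counts in both GAL4-ACF1 libraries and 420 and 261 in ACF1.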

Values the study reported

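The study reported a median log2 fold-change of −1.24 for tethered ACF1, of −1.46 for tethered HP1 and of −0.24 for ACF1 without the GAL4 domain. For tethered ACF1 it gave medians by chromatin state of −1.83 in BLACK, −1.45 in BLUE, −0.97 in GREEN, −0.70 in RED and −0.39 in YELLOW domains.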

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

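The medians stayed below 0 for GAL4-ACF1, ACF1 and GAL4-HP1 in all 11 alternatives each. They ranged from −1.64 to −1.10 for GAL4-ACF1, from −0.68 to −0.11 for ACF1 and from −1.85 to −0.66 for GAL4-HP1. For GAL4-ACF1 the spread between replicates was small, so most alternatives moved the median beyond it. It was −1.24 with scaling to library totals, −1.25 with the mean of log2 values, −1.64 with a pseudocount, −1.10 with at least 10 counts in every library, −1.35 with the replicate block, and −1.13 with reporters above 0 in every cDNA library. Leaving out 1 replicate gave −1.35 to −1.26. The GAL4-HP1 median of −0.66 under scaling to library totals was the only one of its alternatives beyond the spread between replicates. Leaving out a replicate gave −0.52 to −0.11 for ACF1, with −0.11 without replicate 2, and −1.85 to −1.15 for GAL4-HP1. Scaling to totals sets a library against itself by construction, so it removes any change common to its reporters. The authors' scaling keeps such changes and rests on the spike-in, whose counts were not analysed here. Filters on cDNA counts remove reporters that fell to 0, which lies in their construction. The mean of log2 values also needs a reporter above 0 in every library and left 497. A minimum of 10 counts in every gDNA library removed no reporter, and the deposited expression recomputed from counts was the same by construction, so these say nothing about stability.

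The slope of GAL4-HP1 was below 0 in the reported setting and above 0 in 11 of 14 alternatives. It was 0.037 without division by gDNA, 0.056 with the mean of log2 values, 0.022 with at least 10 counts in every library, 0.020 with the replicate block, 0.036 with the Theil-Sen line, 0.020 with reporters above 0 in every cDNA library and 0.052 with the mean gDNA share. It was 0.068 and 0.151 with the axes from different GAL4 replicates and 0.174 on mean expression. Leaving out a replicate gave −0.083 to 0.019. The 5 that passed the threshold were the mean of log2 values (adjusted permutation p = 0.01788), the mean gDNA share, both pairings of different GAL4 replicates and mean expression, and adjusted p ranged from 1e-05 to 0.6718. Noise of the GAL4 value enters both axes with opposite signs in the reported setting, and separating the replicates removes it by construction. On mean expression a wider spread of the treated values raises the slope. For the other settings the cause was not tested. The slopes of GAL4-ACF1 and ACF1 kept their direction and threshold in the 12 alternatives with a test. Leaving out a replicate gave 0.108 to 0.151 for GAL4-ACF1, 0.038 to 0.043 for ACF1 and 0.131 to 0.191 for the slope difference.

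Counts of reporters past the threshold depended on tool and filter. For GAL4-ACF1, ACF1, GAL4-HP1 and GAL4-ACF1 against ACF1, in this order, DESeq2 on the same library sizes gave 112, 17, 17 and 25, and with median-of-ratios factors 65, 13, 13 and 14. Up to 187 reporters had no adjusted p in a DESeq2 comparison and were not counted. TMM gave 24 and 0 for GAL4-ACF1 and ACF1, with 55 at an unadjusted p under 0.05 for ACF1. Without a filter, which the gDNA minimum of 10 counts equalled, the counts were 93 for GAL4-ACF1, 10 for ACF1 and 5 for GAL4-ACF1 against ACF1. On cDNA libraries alone they were 0 for ACF1 (51 unadjusted) and 5 for GAL4-HP1. Library sizes from the authors' scaling gave 0 for ACF1 (37 unadjusted) and 4 for GAL4-ACF1 against ACF1. Reporters above 0 in every cDNA library gave 5 for ACF1. The 42 reporters called for GAL4-ACF1 were all among the 112 and the 93. Of them, 30 were called with the authors' scaling, 28 with median-of-ratios factors and 17 with TMM. On cDNA libraries alone 40 reporters were called for GAL4-ACF1, of which 23 were among the 42. The 1 reporter called there for GAL4-ACF1 against ACF1 was not the one named above. The direction of calls for GAL4-HP1 followed the scaling. It was 2 lower and 11 higher under median-of-ratios factors, 0 lower and 2 higher under TMM, and 3 lower and 0 higher with the authors' scaling. For ACF1 the former gave 9 lower and 4 higher, and for GAL4-ACF1 against ACF1 9 and 5. The causes were not tested. Count tests that leave out a replicate would leave 1 library in an arm and were not run.

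Deviations of single reporters gave little sign that replicate numbers pair the samples. Deviations of the same-numbered libraries correlated at −0.0087 to 0.152 over 6 pairs of conditions, with 1 pair above 0.1 (ACF1 and GAL4-HP1). A shift common to all reporters of a library does not enter these correlations, so pairing through such shifts stays open. The replicate block gave 47, 4, 4 and 1 calls in the order above. The comparisons by chromatin state were not run.

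With 2 libraries per group, depth was not what limited single reporters, since replicates differed far beyond counting error. The simulation recovered 51% of 200 reporters changed by 3 on the log2 scale, so smaller changes of single reporters were mostly not detectable.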

Other observations

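The test on the bulk level of the GAL4 libraries was chosen after its result was seen. The other tests were set out before the values they measure, although the intervals, simulation and separate test of ACF1 replicate 2 for carry-over were added later and counts of 0, the gap at low counts and rough slopes had been looked at before.

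The median log2 fold changes of GAL4-ACF1 and ACF1 were −1.44 and −0.40 here. Both are lower than the values quoted from the study above, while −1.47 for GAL4-HP1 is close to its value there. The ACF1 median was −0.24 with the mean of log2 values over 497 reporters and −0.23 with reporters above 0 in every cDNA library. It was −0.24 without division by gDNA, so it depended on these choices. Of these settings, only the mean of log2 values also came close to the study for GAL4-ACF1, at −1.25, with −1.47 for GAL4-HP1. For GAL4-ACF1 the filter gave −1.13, and no division by gDNA gave −1.38. The mean of log2 values and the filter above 0 both left 497 reporters, closer to the number in the study. Their GAL4-ACF1 medians differed, so the averaging mattered besides the choice of reporters.

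Reporters with ample cDNA counts in one replicate were often at 0 in the other. Of 3200 values from 10 to under 1000 counts, 280 (8.75%) were at 0 in the other replicate of the condition. Sampling of reads at the depths reached would leave 0.877 such values, which argues against read depth. The share at 0 fell from 26.3% at 10 to under 50 counts to 16.1% below 100, 4.28% below 500 and 0.817% below 1000. The mean squared log2 difference between replicates was 4.59 at 20 to under 100 counts and 0.379 at 1000 counts or more, a ratio of 12.1, where counting error would give 0.123 and 0.00158. A candidate explanation is that few mRNA or cDNA molecules, or few cells, per reporter entered the amplification, so that each molecule became many reads. Differences in expression between the sorted cells were not tested and stay open. For a weak reporter a count of 0 therefore does not show that transcription had stopped, at the depths reached here.

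Counts of 1 to 4 were set apart from higher counts in some libraries. In the GAL4-ACF1 libraries 34 and 15 reporters had 1 to 4 counts, 0 had 5 to 9, and 63 and 61 had 20 to 49. In replicate 1 of ACF1 47 reporters had 1 to 4 counts and 1 had 5 to 9. Replicate 2 of GAL4 showed no such gap, with 3 reporters at 1 to 4 counts, 5 at 5 to 9 and 14 at 10 to 19, and in replicate 1 of GAL4 the numbers were 7, 3 and 9. Carry-over of reads from the other cDNA libraries would give reporters at 1 to 4 more cDNA counts elsewhere than reporters at 0. The probability that they had more was 0.489 over the 8 cDNA libraries (95% bootstrap interval 0.432 to 0.548). In 100 simulations of such carry-over at a constant rate per library it was 0.747 to 0.848. This argues against carry-over between cDNA libraries as the cause for the pooled libraries. Single libraries were below all their simulated values in 7 of 8 cases, with 0.465 and 0.439 for GAL4-ACF1 and 0.518 for replicate 1 of ACF1. Replicate 2 of ACF1, with 13 such reporters, was the exception at 0.636 (interval 0.470 to 0.796, simulated 0.606 to 0.934), and carry-over stays open there. Carry-over from the gDNA libraries and sequencing errors in barcodes were not tested.

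Division by gDNA widened the differences between replicates. The replicate differences of cDNA and gDNA were uncorrelated across 497 reporters, with a mean r of 0.0154 over the 4 conditions. For GAL4 the SD of the log2 replicate difference was 1.17 with the gDNA of the same replicate and 0.699 without division, and for GAL4-ACF1 1.83 and 1.60. This is consistent with noise in the gDNA libraries that the cDNA does not share. The only raised reporter for GAL4-ACF1 fits this picture, since its rise lay largely in the gDNA counts, but it was singled out after its values were seen.

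Decreases with GAL4-ACF1 were more dependent on expression than with GAL4-HP1, and 2 technical explanations were tested. The GAL4 value cancels from the ratio of the conditions, so the slope difference with axes from different GAL4 replicates, 0.199 or more, was no test of noise in that value. With every reporter kept by a pseudocount the slope difference was 0.224, which argues against the removal of reporters at 0. For the other explanation, each GAL4 library was turned into templates of about 41 reads, thinned by a constant factor to the number of zeros in GAL4-ACF1, and set against the other GAL4 replicate. The slopes were negative in 100 draws each, at most −0.154, against 0.129 and 0.0704 in the data for the same kind of comparison. A constant decrease with loss of templates therefore gave no positive slope, under this assumption on templates. A greater effect of tethered ACF1 at weakly expressed reporters stays as a hypothesis from the same data. Unequal expression of the fusion proteins was not tested.

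Neighbouring reporters were more alike than chance for GAL4-ACF1. Over 67 pairs up to 20 kb apart, the mean absolute difference of log2 fold change was 1.45, against 2.05 for fold changes permuted over the sites (one-sided permutation p = 0.0008, adjusted 0.0027 over 9 measures). Expression in GAL4 was alike too, with 1.40 against 2.51 (permutation p = 1e-04, the smallest possible). After the line on expression was removed, the similarity in GAL4-ACF1 fold change remained (permutation p = 0.0014), which argues against a linear effect of expression as the whole cause. Values were permuted over all reporters, not among reporters of like expression. A narrower spread of the paired reporters through their expression level was therefore not excluded. ACF1 without the DNA-binding domain showed it as well, with 1.15 against 1.63 (permutation p = 0.0009). For GAL4-HP1 the values were 1.40 and 1.53 (permutation p = 0.219). The log2 ratio of GAL4-ACF1 to GAL4-HP1 was also more alike in neighbours (permutation p = 0.0177, adjusted 0.0265), although whether the similarity itself differs between the proteins was not tested. Neighbours carried by the same clone of cells cannot be told apart from an effect of the site, since the gDNA change of neighbours was 0.584 against 0.664 (permutation p = 0.0986), which neither shows nor excludes it. An influence of the local chromatin on the effect of ACF1 may underlie the pattern, and it remains a hypothesis from 124 reporters.

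On the heterochromatic scaffolds, 13 reporters had a median log2 fold change of −1.87 with GAL4-ACF1, against −1.43 for 628 on the arms (two-sided permutation p = 0.475). With GAL4-HP1 the medians were −2.35 and −1.45 (permutation p = 0.0217, adjusted 0.0652 over 3 tests), so the difference failed the correction. Before the filter the table held 10 reporters on 2RHet, 7 on 3RHet, 7 on 3LHet and 1 on XHet. Those at 0 in a condition were removed, so the 13 were partly selected by their expression. An effect of these scaffolds can be neither shown nor excluded with 13 reporters.

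The authors' scaling implies a bulk level for each library, the factor by which expression exceeds the ratio scaled to library totals. It was 108.43 and 108.39 in the GAL4 replicates, a difference of 0.0342%. The difference was 1.27% for GAL4-ACF1, 31.2% for ACF1 and 67.3% for GAL4-HP1, with 78.4 and 46.9 in the latter. The GAL4 libraries could have been set as the reference of each replicate, which was noticed in these values and cannot be told apart from chance without the spike-in counts. If so, variation of the bulk level between GAL4 replicates would not be visible in the table.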
